A study of Mus musculus with 56 samples. Its data were reported in "A multi-tissue multi-omics analysis reveals distinct kineztics in entrainment of diurnal transcriptomes by inverted feeding" (2021).

How the data were processed

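PolyA RNA-seq libraries were made from hearts of adult female C57BL/6J mice, an inbred laboratory strain, aged 9 weeks. The mice were kept under 12 h of light and 12 h of darkness and fed for 7 days either in the light phase alone (daytime-restricted feeding, DRF) or in the dark phase alone (nighttime-restricted feeding, NRF, the reference regimen, since mice eat mostly at night). Hearts were taken at 7 zeitgeber times (ZT, hours after lights on), from ZT0 to ZT24 in steps of 4 h. The labels give 4 replicates for each of the 14 combinations of regimen and ZT, 56 libraries in all. Regimen, ZT and replicate number were taken from the labels alone. The library protocol in the labels names no molecular identifiers, so PCR copies cannot be told from separate molecules, and intervals based on reads cover counting error only.

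The deposited values cover 22864 genes in 56 libraries, and the authors named them TPM (transcript reads per base of length, scaled to one fixed sum per library). The aligner, the counter, the genome build, the annotation and the use of strand were not stated in the labels or in the main text of the paper. The values were not linear TPM. Within each library the low values fell on discrete steps, and every step was described by a library constant multiplied by log2(1 + reads scaled to the library's depth) and divided by the exon length of the gene. The unit of the deposited values is therefore other than its name, and it belongs to none of the usual units. Abundant genes are compressed by the logarithm in these values. The deposited values of Myh6, a major contractile protein gene of the heart, averaged 90.8 with a coefficient of variation of 1.53%, against 4973 and 12.0% for linear TPM recomputed from the reads. The design fixed before the data were examined had assumed linear TPM, so linear TPM was recomputed as follows and the tests were kept as designed.

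Whole reads were recovered by fitting 2 constants per library to the steps. Exon lengths were the union of the exons of each gene in GENCODE M21 (genome build GRCm38), which held 22852 of the 22864 gene identifiers. The annotated length gave whole reads for 21936 genes (95.9%). For 838 genes a whole-number length that gave whole reads was searched for, and 803 of these lie on chromosomes 17 to 19, where 2256 listed genes lie. The annotation the authors used may thus have differed there. A further 85 genes were too abundant for the test and kept the annotated length, and 5 genes (Rps2, Hsp90ab1, Myom1, Atp5a1 and Fth1) could not be resolved and were left out. Of the 1.19238e+06 values under 30000 reads, 99.9999% came within 0.1 of a whole read, and the lowest library reached 99.9953%. A length was accepted when the mean distance from whole reads was under 0.03, so these shares follow in part from that choice. The 95.9% of genes with whole reads at the annotated length rest on no search of lengths. The fitted denominators were 0.943 to 1.10 times the recovered reads, so they were not used as depth. Whether one count is a read or a read pair is not stated. Listed genes were above 0 in at least 20 libraries, so genes seen in fewer were not analysed here. All 56 columns of values were matched to a sample, and 0 pairs of libraries were identical.

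The recovery was tested on simulated values made from the recovered reads, shuffled among the libraries within each gene, with the lengths of 200 genes altered. It returned the exact number of reads for 100% of 1.19184e+06 values and the altered length of 199 genes, and it changed the length of 0 unaltered genes. An earlier simulation, with reads drawn from a Poisson distribution, held too few low genes with zeros for the steps to be found, so the test covers only files that have as many low genes as this one.

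Recovered reads were divided by length and scaled to the same sum in every library (TPM). Genes with a mean of at least 1 TPM over the 56 libraries were tested (13893 genes), on the log2(TPM + 1) scale. A difference on this scale understates the change of genes near 1 TPM. Rhythms were tested within each regimen (28 libraries) with a limma F test of cosine and sine terms with a period of 24 h, with eBayes (trend = TRUE) and a Benjamini-Hochberg adjusted p under 0.05. This harmonic fit stood in for MetaCycle, the rhythm tool of the study, which was not installed. ZT0 and ZT24 therefore count as the same phase. Genes past the threshold under both regimens are called dual-oscillating. Their phase is the fitted peak time, and an absolute circular difference of 0 to 4 h is called phase locked, 8 to 12 h phase inverted, and between these intermediate, with the class limits of the study. Standard errors of phase came from the delta method. A difference in rhythm was tested with a limma F test of the 2 interaction terms of regimen with cosine and sine in all 56 libraries. A difference in mean level over the day was tested in a limma model with one mean per ZT, a regimen effect and the same interaction terms. Differences at one ZT, and between ZT24 and ZT0 within a regimen, were limma contrasts in a model of 14 group means.

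For the core clock list (18 genes) and the 6 fatty acid oxidation genes that the study named, differences in phase, amplitude and mesor (the rhythm-adjusted mean) were also tested by permuting the regimen labels within each ZT (100000 draws, two-sided), adjusted over the list. The smallest p these draws can give is 1e-05. The median absolute phase shift of each fixed list was placed among 10000 random lists of the same size drawn from dual-oscillating genes of matched mean TPM, for lists with at least 5 dual-oscillating members. The fixed lists were core clock, other fatty acid oxidation, insulin and FOXO responsive, glucocorticoid responsive, temperature responsive and cholesterol synthesis genes. Marker lists for fat, blood, atrium, skeletal muscle and lung, and a sex check, served as checks of tissue content. Genes named in the text are the clock list and the 6 genes above, the 5 phase-inverted and 5 phase-locked dual-oscillating genes with the largest smaller amplitude of the 2 regimens (clock list left out), and the 3 genes with the largest rise and the 3 with the largest fall in mean level past the threshold with the same sign at 6 or more of the 7 ZTs. Of 92 alternative settings, 56 left out 1 library, 4 left out a replicate number, 7 left out a ZT and 25 changed another choice. Lists, rule, class limits, tests and alternatives were chosen before the data were examined, with these exceptions. The settings among these 25 beyond 17 are named as added in the closing section. The comparison of each library with the group means left out 2 libraries that had drawn notice in the clock genes. It was therefore set up after the data were seen. The other tests chosen only after the results were seen are named as such in the closing section.

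The fits were tested on reads simulated for the same genes and depths. Of 200 genes given a rhythm with a log2 amplitude of 0.5, 97% were called under NRF and 99% under DRF. The simulated phase shifts were 0 or 12 h alone, so no shift near a class limit was tried. All phase classes were then right (100% of 194 genes), with a median phase error of 0.396 h. This covers genes stronger than most, since the dual-oscillating genes had median amplitudes of 0.20 under NRF and 0.18 under DRF and a median standard error of the phase shift of 1.22 h. The test of a difference in rhythm called 99% of 100 inverted genes but 41% of all 300 changed ones, the others of which were changed at ZT12 alone. The ZT12 contrast called 82.8% of 494 changed genes. Of 194 genes with a mean-level change of 0.5 on the log2 scale, 96.9% were called, with the right sign in 100% of the 188 calls. False calls were above the nominal 5% in part. They made up 10.6% of 217 calls of a rhythm under NRF and 10.5% of 457 calls in the ZT12 contrast of 4 libraries against 4. At an unadjusted p under 0.05, 7.05% of 13636 unchanged genes were called rhythmic, and 4.99% after each library was rescaled by the median of its ratios to the geometric mean of all libraries. Shares of a total such as TPM let one changed gene move others, which this rescaling removes.

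Gene positions are those of GENCODE M21 on GRCm38. Of the 38 named genes, 2 overlap another listed gene on the same strand and 15 on the opposite strand. Counting is not stated to use strand, so the reads of these 17 genes could include reads of a neighbour. They include Clock (overlapping Ube2n-ps1) and Per3 (Camta1) on the same strand, and Cry2, Nr1d1 (Thra), Dbp (Sphk2), Tef, Bhlhe40, Bhlhe41, Ciart, Lipe, Acox3, Acad11 (Ackr4), Ucp3, Mt2, Angptl7 (Mtor) and Bdh1 on the opposite strand. Single-gene values of 1 named gene are not reported here. Scd1 and Scd4, and Mt1 and Mt2, are paralogs whose reads could be shared. A searched length was used for Cpt1a (4300 bases, annotated 7642), Angptl4 (3286, annotated 3541), Scd1 (4836, annotated 4892) and Cdo1 (1530, annotated 1644), which scales the TPM of a gene by nearly the same factor in every library.

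The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and data.table (version 1.17.8). Other tissues, metabolites and lipids of the study were not analysed here.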

Results

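Transcripts in mouse heart were profiled around the clock to ask how a tissue responds when feeding is moved to the light phase, which for a nocturnal animal is the resting phase. The 56 libraries form 14 groups of 4, one for each of 7 zeitgeber times (ZT) under daytime-restricted feeding (DRF) and under nighttime-restricted feeding (NRF), the reference. Values are linear TPM recomputed from whole reads that were recovered from the deposited values. The recovered reads per library ranged from 29.3 to 52.9 M (mega), with a median of 37.3 M. Depth did not separate the regimens, with 38.1 ± 5.73 M reads under DRF and 38.4 ± 4.63 M under NRF (SD, n = 28 each; permutation test within ZT, two-sided, p = 0.815). The composition of the libraries did differ. Mitochondrially encoded genes took 21.8 ± 1.47% of the reads under DRF and 20.5 ± 1.57% under NRF (SD, n = 28 each; permutation p = 0.00243). The 10 most abundant genes of each library took 24.1 ± 1.35% and 23.0 ± 1.27% (SD, n = 28 each; permutation p = 0.00256; p values of these measures are unadjusted). The labels give no sequencing batch, so no comparison within batches could be made.

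The first comparison asked which transcripts were rhythmic under each regimen. Of 13893 genes tested, 5163 (37.2%) were rhythmic under NRF and 4475 (32.2%) under DRF, by limma's F test of a 24-h harmonic with an adjusted p under 0.05. Of all 22864 genes listed, these were 22.6% and 19.6%. A total of 2430 genes oscillated under both regimens, 47.1% of the NRF set and 54.3% of the DRF set, while 2733 genes passed the threshold under NRF alone and 2045 under DRF alone. A gene past the threshold under one regimen alone is not thereby shown to differ, and the difference itself was tested separately. It was found in 3824 genes (5406 at an unadjusted p under 0.05). These comprised 1404 dual-oscillating genes, 1198 of the genes called under NRF alone, 876 of those called under DRF alone and 346 called under neither. Under a stricter limit of 0.01 on the adjusted p there were 3126 rhythmic genes under NRF, 2429 rhythmic genes under DRF, 1099 dual-oscillating genes and 2211 genes with a different rhythm between regimens. Single time points carried part of the counts. Without ZT12, 3313 genes were rhythmic under NRF, 4088 under DRF and 2384 differed in rhythm, so the order of the regimens was the other way round. Without ZT16, 2567 genes were rhythmic under DRF and 1109 under both, and without ZT20 1544 were rhythmic under both.

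The second comparison asked how far the peaks of the dual-oscillating genes moved. Peak times differed by 0 to 4 h in 1268 genes, which are called phase locked (52.2%, 95% Wilson interval 50.2% to 54.2%). They differed by 8 to 12 h in 428 genes, called phase inverted (17.6%, 16.2% to 19.2%), and by an intermediate time in 734 genes (30.2%, 28.4% to 32.1%). These intervals treat genes as independent, which they are not, and cover counting error only. The median absolute difference was 3.81 h, with quartiles of 1.70 and 6.68 h. Under DRF, 1592 of the genes peaked earlier and 838 later. The median standard error of a phase difference was 1.22 h, so class membership of single genes was often uncertain. The 95% interval lay wholly within the locked limits for 610 genes and wholly within the inverted limits for 130 genes, and for 1671 genes it crossed a limit. A difference in rhythm was found in 283 of the locked genes, 693 of the intermediate genes and all 428 inverted genes. After each library was rescaled by the median of its ratios to all libraries, the phase-locked share of dual-oscillating genes was 49.9% and the phase-inverted share of dual-oscillating genes 21.9%. Without ZT12 the latter was 11.6%.

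**Figure D1:**
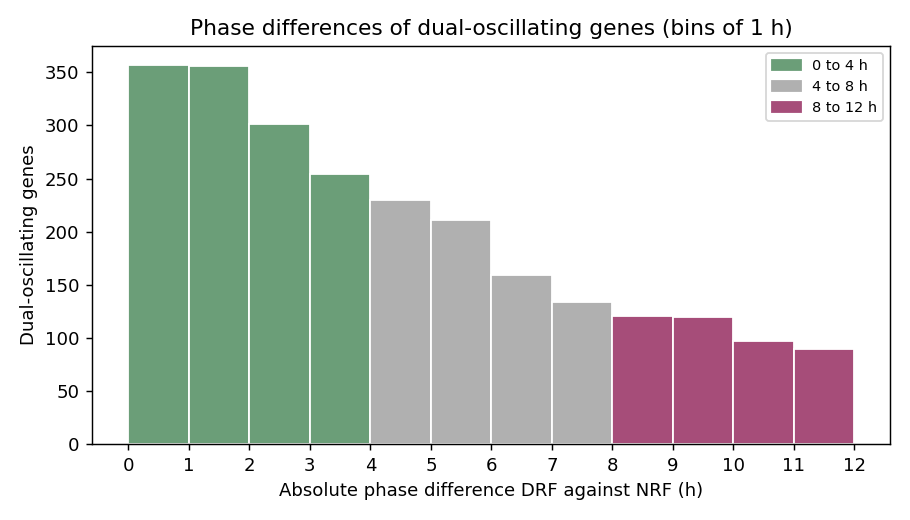
The number of dual-oscillating genes (vertical axis) is plotted by the absolute difference between the peak times under DRF and NRF (horizontal axis, bins of 1 h), coloured by class. The counts fall from 357 genes in the first bin to 90 in the last, with no second maximum near 12 h.

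The third comparison concerned the core clock genes, the transcription factors and repressors of the cell's own 24-h oscillator with their direct output genes, which were followed to see whether the oscillator of the heart moves with the feeding time. All 18 genes of the list were tested and all 18 were rhythmic under NRF. Under DRF 16 were rhythmic, and all 16 were phase locked. Per1 (adjusted p = 0.469) and Cry2 (adjusted p = 0.0547, limma) did not pass under DRF. The peak was earlier under DRF in 17 of the 18 genes. The median absolute shift was 1.88 h, the range 0.1001 to 3.54 h, and 15 genes shifted by 3 h or less. The absolute phase shift of Bhlhe41, the largest, was 4.64 h without ZT8 and 4.41 h without ZT16, beyond the locked limit, and the absolute phase shift of Per1 was 4.88 h without ZT4 and 4.10 h without ZT8. In 15 genes the phase difference passed the permutation test (adjusted over the list, under 0.05). The median shift of the dual-oscillating members stood at percentile 3.51 among random lists of matched expression. Amplitudes were lower under DRF in all 18 genes, past the permutation test in 16 of them, and the median amplitude ratio DRF to NRF of the core clock list was -0.77 on the log2 scale. Mesors differed in 2 genes by the permutation test. The limma test of the mean level called 4 genes, both over all genes tested and adjusted over the list alone. A difference in rhythm was called in 17 of the 18 genes both over all genes tested and adjusted over the list alone. That ratio was -0.88 with a pseudocount of 0.1 or without ZT24, and -0.95 without replicate 1.

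Arntl (Bmal1, ENSMUSG00000055116, chromosome 7, 113207465 to 113314126, plus strand, GRCm38) peaked at ZT0.857 under NRF and ZT23.2 under DRF, a shift of -1.71 h (SE 0.383; 95% interval -2.46 to -0.956; permutation test adjusted over the list, p = 0.0025). Its log2 amplitude was 1.71 under NRF and 1.008 under DRF (adjusted permutation p = 6e-05). At ZT0 under NRF its level was 12.4 ± 1.59 TPM and at ZT12 it was 0.270 ± 0.149 TPM (SD, n = 4), which rest on means of 1612 and 33.5 reads per library. Under DRF it ranged from 9.07 ± 1.29 TPM at ZT24 to 1.28 ± 0.287 TPM at ZT12 (SD, n = 4). Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) shifted by -2.14 h (SE 0.443) and Per2 (ENSMUSG00000055866, chromosome 1, 91415982 to 91459324) by -1.50 h (SE 0.373). Dbp reached 147 ± 21.95 TPM at ZT12 under NRF and 75.4 ± 5.27 TPM at ZT8 under DRF (SD, n = 4). Nr1d1 (Rev-erb alpha, ENSMUSG00000020889, chromosome 11, 98767932 to 98775333) shifted by -0.777 h (SE 0.313; adjusted permutation p = 0.0273). Nr1d1 and Dbp overlap Thra and Sphk2 on the opposite strand, and reads of these neighbours were not separated.

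**Figure D2:**
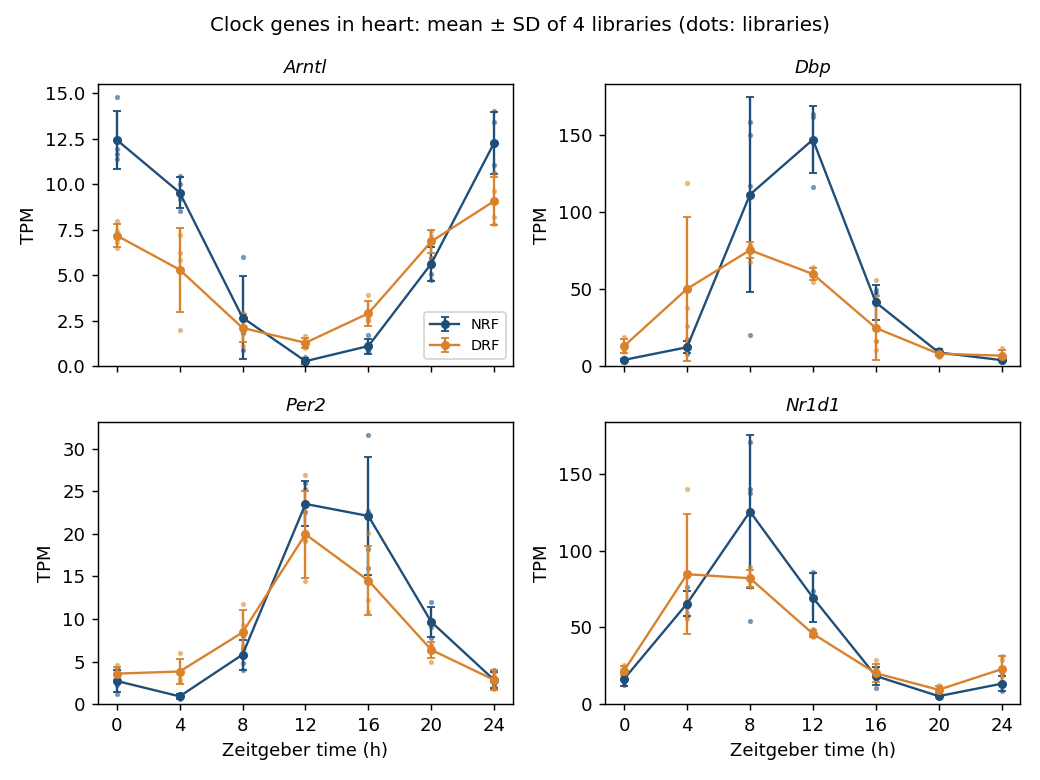
TPM of Arntl, Dbp, Per2 and Nr1d1 (vertical axes, linear, from 0) is plotted against ZT in hours (horizontal axes) for NRF and DRF, as the mean with the SD of 4 libraries (lines with bars) and the single libraries (dots). Peaks under DRF lie within 0.777 to 2.14 h of those under NRF, and single libraries labelled DRF ZT4 and NRF ZT8 lie far from the others of their groups.

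The fourth comparison concerned fatty acid oxidation, whose genes were followed as a readout of fuel use. The 6 genes taken from the study (Cpt1a, Ucp3, Lipe, Ehhadh, Acox3 and Acad11) were chosen there on these same samples, so their counts are not independent evidence. The median absolute phase shift of fatty acid oxidation genes named by the study was 9.14 h. Lipe (hormone-sensitive lipase, ENSMUSG00000003123, chromosome 7, 25379527 to 25398710) shifted by -9.55 h (SE 0.897), Cpt1a (the outer carnitine palmitoyltransferase, ENSMUSG00000024900, chromosome 19, 3322334 to 3385733) by -9.43 h (SE 0.750), and Ucp3 (a mitochondrial uncoupling protein, ENSMUSG00000032942, chromosome 7, 100472990 to 100486432) by -8.47 h (SE 0.877). Ehhadh shifted by -8.29 h (SE 0.816) and Acox3 by -8.85 h (SE 1.38). These 5 genes were dual-oscillating and phase inverted by their fitted shifts, with a phase difference past the permutation test adjusted over the list (p = 6e-05 for Ehhadh, 0.000240 for Ucp3 and 0.00572 for each of Lipe, Cpt1a and Acox3). The 95% interval of each of the 5 crossed the inverted limit of 8 h. The absolute phase shift of Ucp3 was 7.43 h without ZT4, 7.52 h without ZT12 and 7.71 h without ZT20, the absolute phase shift of Ehhadh was 7.70 h, 7.94 h and 7.21 h without the same ZTs and 7.81 h with marker covariates, and the absolute phase shift of Acox3 was 7.94 h without replicate 1. Acad11 was not rhythmic under DRF (limma adjusted p = 0.149), and its fitted shift of -10.03 h (SE 2.08) did not pass (adjusted permutation p = 0.145). Its log2 amplitudes were alike, at 0.090 under NRF and 0.083 under DRF. Mixing nearly opposite rhythms of like amplitude leaves little rhythm to set a phase. The permutation test of phase is thus weak here, and its failure decides little about this shift. A difference in rhythm was called in all 6 genes, over all genes tested and adjusted over the list alone. Near 12 h the sign of a shift carries little meaning, since earlier and later meet there. Cpt1a was at 47.9 ± 13.2 TPM at ZT8 under NRF and 25.7 ± 0.471 TPM at ZT8 under DRF (SD, n = 4). Ucp3 was at 98.4 ± 17.1 TPM at ZT20 under DRF and 18.1 ± 2.90 TPM at ZT20 under NRF (SD, n = 4). The median was 10.5 h without ZT16 and 8.28 h without ZT4, the extremes among all settings tried.

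**Figure D3:**
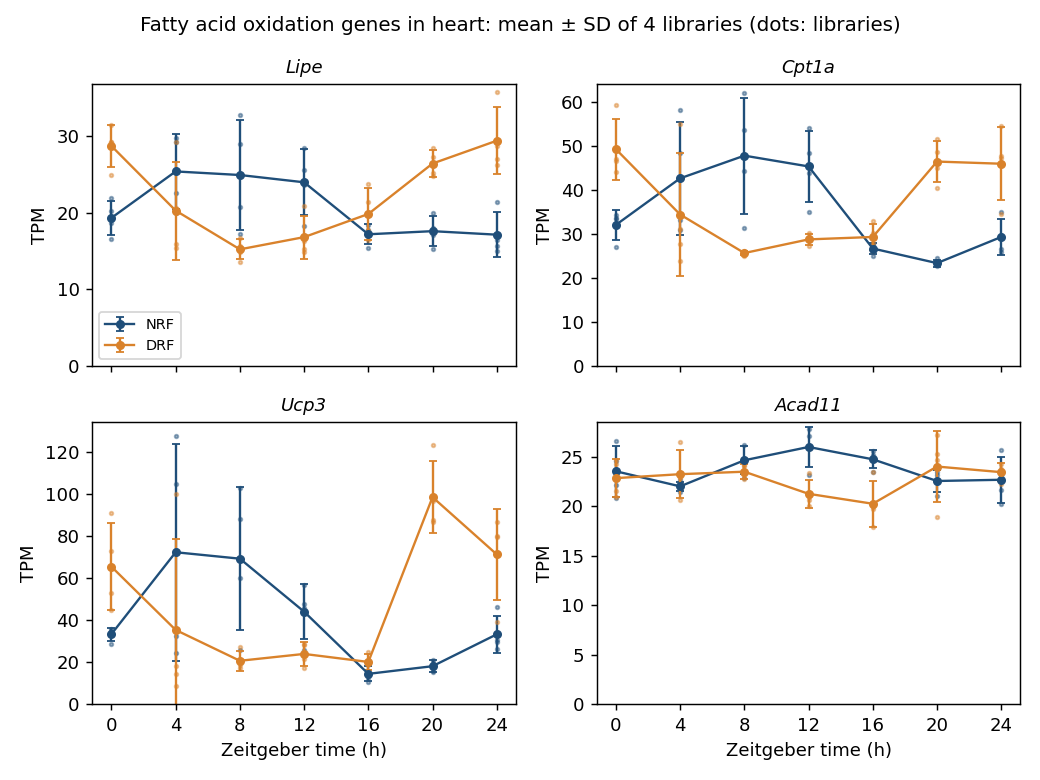
TPM of Lipe, Cpt1a, Ucp3 and Acad11 (vertical axes, linear, from 0) is plotted against ZT in hours (horizontal axes) for NRF and DRF, as the mean with the SD of 4 libraries (lines with bars) and the single libraries (dots). Lipe, Cpt1a and Ucp3 peak in the light phase under NRF and near the end of the dark phase under DRF, whereas Acad11 stays between 17.9 and 27.8 TPM in all libraries.

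Genes fixed beforehand in other lists gave a less uniform picture. Among 21 other fatty acid oxidation genes, 17 were rhythmic under DRF and 8 under NRF, and the 8 that oscillated under both had a median shift of 7.20 h (percentile 94.2), with 0 locked, 5 intermediate and 3 inverted. A different rhythm was called in 14 of the 21 over all genes tested and in 17 adjusted over the list alone. The 9 dual-oscillating insulin and FOXO responsive genes had a median shift of 5.40 h (percentile 76.4), and 11 of 15 differed in rhythm by either count. The 7 dual-oscillating glucocorticoid responsive genes had a median shift of 2.21 h (percentile 12.1), and 8 of 11 differed in rhythm (9 adjusted over the list alone). For cholesterol synthesis the 9 dual-oscillating genes had a median of 4.34 h (percentile 70.4), and 10 of 16 tested genes differed in rhythm (12 adjusted over the list alone). Of 13 temperature responsive genes 12 were rhythmic under NRF and 4 under DRF, the 4 dual-oscillating ones had a median of 4.92 h, and 8 differed in rhythm (10 adjusted over the list alone). The temperature list had too few dual-oscillating members for a percentile, and the other 4 percentiles lay under 95. Counted over all tested members, rhythmic or not, the other fatty acid oxidation genes had a median of 8.22 h and stood at percentile 97.5. In the same count the percentile was 59.5 for temperature responsive and 54.2 for insulin and FOXO responsive genes. It was 34.5 for cholesterol synthesis and 5.3 for glucocorticoid responsive genes.

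**Figure D4:**
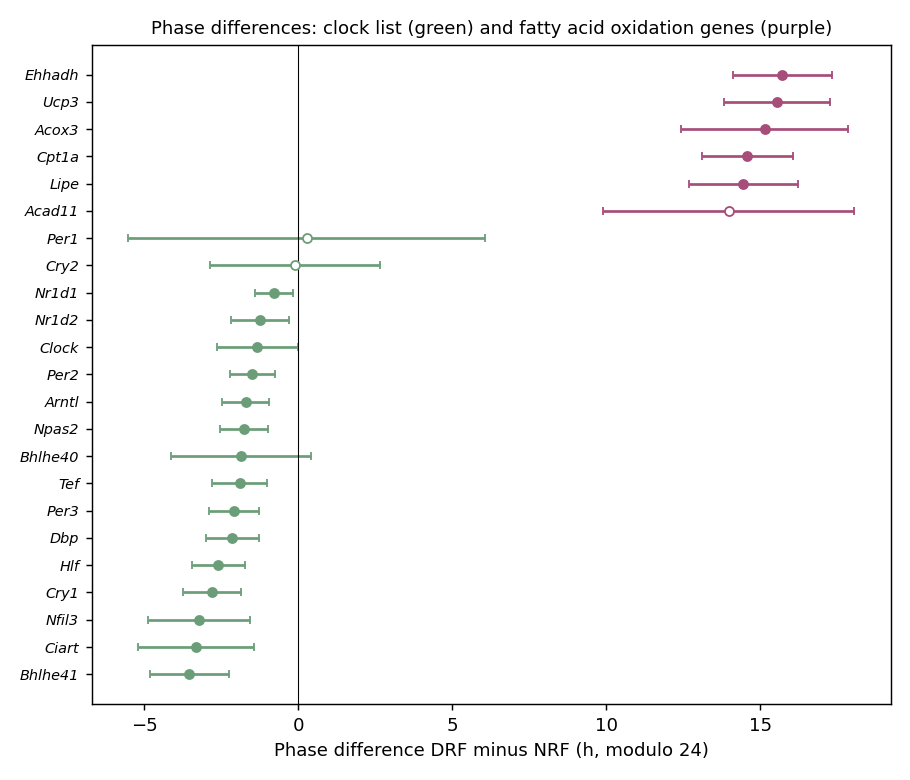
Phase differences of DRF minus NRF (horizontal axis, hours, counted modulo 24 for the fatty acid oxidation genes) are plotted by gene (vertical axis) with 95% intervals, without 1 clock gene, in green for the clock list and purple for the fatty acid oxidation genes. Clock genes lie near or left of 0, between -3.54 and 0.274 h, and the fatty acid oxidation genes lie 8.29 to 10.03 h from it; open symbols mark Per1, Cry2 and Acad11, which were not rhythmic under DRF.

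The phase-inverted genes with the largest amplitudes under both regimens were Ucp3, Cyp1a1, Angptl4, Mt2 and Tfrc. Tfrc (transferrin receptor, ENSMUSG00000022797, chromosome 16, 32608920 to 32632794) peaked at ZT1.10 under NRF and ZT12.0 under DRF, a shift of 10.9 h (SE 0.672). The absolute shifts of Cyp1a1, Angptl4 and Mt2 were 8.15, 8.22 and 8.13 h, with 95% intervals that, like that of Ucp3, crossed the inverted limit. All 3 fell under 8 h in some settings. The absolute phase shift of Cyp1a1 was lowest without ZT8 (5.27 h) and without ZT12 (5.39 h), the absolute phase shift of Angptl4 without replicate 2 (7.41 h) and the absolute phase shift of Mt2 without replicate 4 (7.20 h). The phase-locked genes with the largest amplitudes outside the clock list were Col5a3, Spon2, Gm25047, Angptl7 and Scd4. Col5a3 (a collagen gene, ENSMUSG00000004098, chromosome 9, 20770050 to 20815067) shifted by -2.08 h (SE 0.312), Scd4 by -3.89 h (SE 0.667), and Spon2, Gm25047 and Angptl7 by less than their standard errors (0.151, -0.414 and -0.449 h). The absolute phase shift of Scd4 passed 4 h in 8 settings and was highest on untransformed TPM (4.64 h). Gm25047 is annotated as an snRNA of 104 bases, which polyA selection and read counting capture poorly, and Scd4 shares sequence with its paralog Scd1.

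The mean level over the day was then compared between regimens. There were 3608 genes with a different mean level between regimens, 232 higher and 3376 lower under DRF (93.6% lower). The differences were small, with a median absolute log2 difference of 0.13 among the calls and 29 genes at 0.5 or more, and the median over all tested genes was -0.05. After median-of-ratios rescaling 1827 genes were called, which split into 807 genes higher under DRF in mean level and 1020 lower (55.8% lower), so that the balance of directions depended on the scaling. Without ZT8 the count was 1413 and without ZT16 it was 1789. The largest falls with the same sign at 6 or more ZTs were in 2210407C18Rik (ENSMUSG00000037145, chromosome 11, 58608204 to 58616075), at 8.70 ± 2.82 TPM under DRF and 21.1 ± 7.84 TPM under NRF (SD, n = 28 each), Ciart and Bdh1. Their log2 differences were -1.16 (SE 0.11, limma adjusted p = 3.13e-10, lower at 7 of 7 ZTs), -0.78 (SE 0.15, adjusted p = 0.000193, lower at 6 of 7) and -0.73 (SE 0.11, adjusted p = 6.87e-06, lower at 7 of 7). The largest rises were in Bmp10, Scd1 and Cdo1. Scd1 (stearoyl-CoA desaturase, ENSMUSG00000037071, chromosome 19, 44394455 to 44407879) was at 153 ± 151 TPM under DRF and 57.7 ± 34.1 TPM under NRF (SD, n = 28 each), a log2 difference of 1.14 (SE 0.26, adjusted p = 0.00152, higher at 7 of 7 ZTs). Cdo1 differed by 0.75 (SE 0.20, adjusted p = 0.00623, higher at 6 of 7) and lost its call in 2 of 26 alternatives, one of which left out ZT12, where the difference was 0.55. Bmp10 differed by 1.58 (SE 0.60, adjusted p = 0.0458, higher at 7 of 7), with libraries from 0 to 105 TPM, and lost its call in 19 of 26 alternatives.

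At single time points the regimens differed in 1593 genes at ZT0, 62 at ZT4, 49 at ZT8, 1059 at ZT12, 955 at ZT16, 2064 at ZT20 and 1223 at ZT24 (limma contrasts, adjusted p under 0.05 within each ZT). At ZT20, 464 were higher and 1600 lower under DRF, and at ZT24 606 were higher and 617 lower. At least 1 ZT was called in 4565 genes, exactly 1 ZT in 2978 and all 7 ZTs in 0 genes, a count that the low numbers at ZT4 and ZT8 limit. At an unadjusted p under 0.05, 1662 genes differed at ZT4 and 2031 at ZT8. Both low counts rose most without 1 library each, but stayed under the main counts of the other ZTs. Without DRF ZT4 replicate 1 the count at ZT4 was 358, and without NRF ZT8 replicate 1 the count at ZT8 was 406. In the other direction, the count at ZT4 was 28 without DRF ZT4 replicate 3 and at ZT8 it was 4 without DRF ZT8 replicate 3. Single libraries also moved the other counts, to 898 at ZT0 without NRF ZT0 replicate 3, 369 at ZT12 without DRF ZT12 replicate 3, 227 at ZT16 without DRF ZT16 replicate 4, 1163 at ZT20 without DRF ZT20 replicate 1 and 568 at ZT24 without DRF ZT24 replicate 1. ZT24 and ZT0, the same clock time 1 day apart, differed in 59 genes under DRF (32 higher at ZT24, 27 lower) and in 8 under NRF (1 higher, 7 lower). At an unadjusted p under 0.05 these were 1692 and 1266 genes. The 59 became 17 without DRF ZT0 replicate 2, and the 8 became 2 without NRF ZT24 replicate 1. Whether the regimens differ in this was not tested.

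Each library was also compared with the mean of its labelled group and of the 13 other groups over 1078 genes with a different rhythm outside the clock list (adjusted p under 0.001), with median-of-ratios rescaled values. The libraries labelled DRF ZT4 replicate 1 and NRF ZT8 replicate 1, which had drawn notice in the clock genes, were left out of the group means, and a library was left out of the mean of its own group. Of the 56 libraries, 47 were nearest the group of their label by Pearson's r across genes, which are not independent replicates. Of the 9 others, 5 were NRF libraries of ZT0 or ZT24 nearest the other of these 2 groups, and NRF ZT4 replicate 1 was nearest NRF ZT24 (r = 0.58, against 0.47 with its own group). NRF ZT4 replicate 3 was nearest DRF ZT24 (r = 0.62 against 0.55). The library labelled DRF ZT4 replicate 1 was nearest NRF ZT8 (r = 0.82 against -0.23), and the library labelled NRF ZT8 replicate 1 was nearest DRF ZT4 (r = 0.74 against -0.13). Both were kept under their labels in every main value, and with both left out there were 5946 rhythmic genes under NRF, 4160 rhythmic genes under DRF and 2478 dual-oscillating genes, with a phase-inverted share of dual-oscillating genes of 20.1%.

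**Figure D5:**
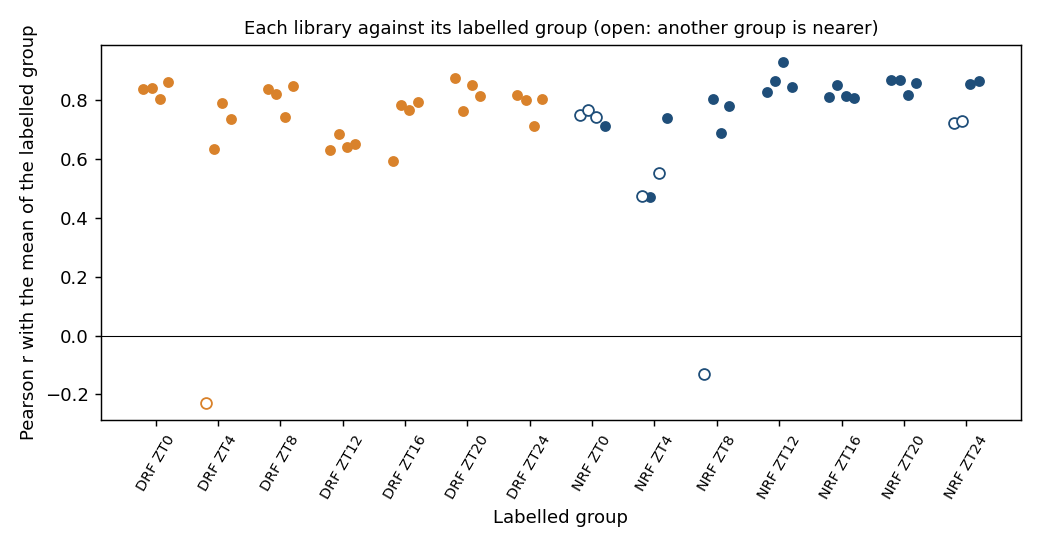
Pearson's r across 1078 genes between each library and the mean of the other libraries of its labelled group (vertical axis) is plotted by labelled group (horizontal axis), with open symbols for libraries that lie nearer another group. Only 2 of the 56 libraries have a negative r, those labelled DRF ZT4 replicate 1 (-0.23) and NRF ZT8 replicate 1 (-0.13).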

Values the study reported

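For the heart, the study reported that 57.41% of the genes oscillating under both regimens stayed phase locked and that 21.68% were phase inverted. It put the shifts of clock genes in heart and kidney at 0–3 h. Over the tissues profiled, it gave 1167–2859 genes that oscillated under both regimens, and put the diurnal share of the transcriptome at 10%–30%. Sequencing was stated to average 50 M (mega) reads, with at least 39.6 M for each sample.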

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

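The tests of the labels of single libraries in this part, and of how far animals were out of step, were chosen only after the results were seen. Within each group of 4, a library was picked out when it stood far from the other 3, over 126 groups of named genes and library measures. This marked 11 of the 126 (8.73%), against 6.3 expected if 1 in 20 were marked by chance, so part of them may be chance, and only the pair of libraries with 90.4% and 86.6% below was looked into further.

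In Arntl, the library DRF ZT16 replicate 2 was at 3.91 TPM (others of its group up to 2.66) and NRF ZT0 replicate 1 at 14.8 TPM (others 11.4 to 11.9). In Dbp, DRF ZT8 replicate 2 was at 67.6 TPM (77.02 to 78.6), DRF ZT16 replicate 1 at 55.9 TPM (10.6 to 16.4) and DRF ZT24 replicate 3 at 12.0 TPM (4.68 to 5.49). In Per2, DRF ZT20 replicate 1 was at 4.96 TPM (6.74 to 6.97), and in Cpt1a NRF ZT0 replicate 2 was at 27.1 TPM (33.5 to 34.3). In Ucp3, DRF ZT24 replicate 3 was at 39.0 TPM (79.7 to 86.5). The recovered reads of NRF ZT20 replicate 2 were 40.4 M (34.4 to 34.8), and the mitochondrial share of NRF ZT24 replicate 2 was 18.5% (21.8% to 22.4%). TPM removes a difference in depth between libraries. For DRF ZT16 replicate 1, the time read from 18 clock genes was 2.5 h before its labelled time. The read time minus the labelled time was 1.5 h for DRF ZT24 replicate 3 and 1.2 h for DRF ZT16 replicate 2. It was -1.8 h for NRF ZT24 replicate 2 and -1.1 h for NRF ZT0 replicate 1. It was -0.5 h for DRF ZT8 replicate 2 and DRF ZT20 replicate 1, and 0 h for NRF ZT0 replicate 2 and NRF ZT20 replicate 2. No other technical explanation was tested for these single libraries, and no biological one, since the design names none within a group.

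Ucp3 in DRF ZT4 replicate 1 was at 99.8 TPM (others 8.64 to 18.3). This library and the one labelled NRF ZT8 replicate 1 were the only 2 of 56 whose time read from the clock genes was over 3 h from the label (3.5 h late and 3.5 h early; median absolute difference of all libraries 0.55 h). A candidate explanation is that the 2 libraries carry each other's labels. Over 500 genes outside the clock list that separate DRF ZT4 from NRF ZT8, the library labelled DRF ZT4 replicate 1 lay nearer NRF ZT8 at 90.4% (the other DRF ZT4 libraries 21% to 36.2%), and the library labelled NRF ZT8 replicate 1 lay nearer DRF ZT4 at 86.6% (the others 18.6% to 22.2%). Collection at another hour within the same regimen was argued against. Over 500 genes that separate DRF ZT8 from NRF ZT8, the library labelled DRF ZT4 replicate 1 lay nearer NRF ZT8 at 78.2%, and over 500 that separate NRF ZT4 from DRF ZT4 the library labelled NRF ZT8 replicate 1 lay nearer DRF ZT4 at 85%. Both libraries were left out of the reference means, so these values do not rest on them. An animal that ate on the other regimen and was collected at its labelled hour would be nearest NRF ZT4 or DRF ZT8. Among all 14 groups the 2 libraries were instead nearest NRF ZT8 (r = 0.82) and DRF ZT4 (r = 0.74). For these 2 libraries this argues against a full change of regimen at the labelled hour. An animal that ate outside its regimen in another way was not tested and stays open. The labels were kept as given.

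An exchange of the 2 labels could also account for part of the low counts at ZT4 and ZT8. Without the library labelled DRF ZT4 replicate 1 the count of genes different between DRF and NRF at ZT4 was 358, and at most 72 without any of the other 7. Without NRF ZT8 replicate 1 the count of genes different between DRF and NRF at ZT8 was 406, and at most 80 otherwise. At ZT4, 6 of the 35 splits of the 8 libraries gave as many genes as the regimens, and the largest, with 1289 genes, put DRF ZT4 replicate 1 together with NRF ZT4 replicates 2 to 4, so the 62 genes at ZT4 are not told from chance by this count. At ZT8, 1 of the 35 splits, the real one, gave as many.

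The rhythm differed between regimens in 3824 genes. Of 100 groupings of the libraries, 1, the real one, gave as many (largest other 51 genes). The same held, with 1 of 100, for rhythmic genes under NRF (largest other 53), rhythmic genes under DRF (12), dual-oscillating genes (0) and the mean level (1707). At ZT0 1 of the 35 splits gave as many (largest other 621), and likewise 1 of 35 at ZT12, ZT16, ZT20 and ZT24 and between ZT24 and ZT0 under DRF. Between ZT24 and ZT0 under NRF 4 of the 35 splits gave as many as the 8 genes (largest other 74). Noise in the phases of genes with no shift would give few inversions. The mean was 0.242 apparent inversions in 1000 simulations of the 2430 dual-oscillating genes with no shift, against 428 found. The simulation did not cover genes with a true intermediate shift, or genes falsely called rhythmic. It therefore cannot tell how many of the 428 lie past the limit through noise. The 95% interval lay wholly within the inverted limits for 130 of these inversions. Admixed atrium, blood or fat was argued against as the source, since with their marker levels as covariates the inverted share was 17.003%. The 2 library labels in doubt were argued against as the whole source of the difference in rhythm. Both libraries are replicate 1, and with each replicate number left out in turn 1839 to 3277 genes still differed in rhythm. The feeding regimen, which the design names, stays the biological candidate for the difference in rhythm, as a hypothesis.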

How the results depend on the processing

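Chosen only after the data were seen were the settings on deposited values (untransformed, log2, and the rank and Lomb-Scargle combination on all listed genes), voom on recovered reads, the 2 libraries in doubt left out (alone or with rescaling), the removal of 198 genes over 500 TPM, the marker covariates, and rescaling for the fixed lists. Of 690 values of 25 main results, 481 stayed within their limits and 209 moved. A reversal was not defined for these results. The limit was 1.5 times for a count and the 95% interval for a share. For a median it was 1 jackknife standard error, from the settings that left out a replicate number, which it then also judged. Of 759 phase shifts of named genes 50 moved by more than 1 standard error. Of 155 mean-level differences, 21 lost their call (19 for Bmp10 and 2 for Cdo1) and 0 reversed in sign. Except where fewer genes or libraries, a stricter limit or other class limits give the reason, the cause was not tested.

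At an adjusted p under 0.01 there were 3126 rhythmic genes under NRF, 2429 rhythmic genes under DRF, 1099 dual-oscillating genes and 2211 genes with a different rhythm between regimens. The first was 3313 and the last 2384 without ZT12, rhythmic genes under DRF were 2567 and dual-oscillating genes 1109 without ZT16, and the latter 1544 without ZT20. The rank and Lomb-Scargle combination on deposited values called 8399 under NRF. With one library or one replicate number left out, the ranges of the first 3 were 2808 to 5946, 2296 to 4885 and 1046 to 2663. The different rhythm, like the shares, mean level and list medians below, was refitted without each replicate number alone, with 1839 to 3277 genes. Median-of-ratios rescaling shared 5106 of the NRF calls, 3620 of the DRF calls and 2066 of the dual calls, and 2208 of the dual calls were shared with the 2 libraries left out.

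The phase-locked share of dual-oscillating genes (52.2%) and the phase-inverted share of dual-oscillating genes (17.6%) were 49.9% and 21.9% after median-of-ratios rescaling, 56.4% and 14.65% at an adjusted p under 0.01, 65.7% and 34.3% by the rank test (which gives only multiples of 4 h), 49.1% and 19.3% by the rank and Lomb-Scargle combination, 58.9% and 13.65% with a peak-to-trough fold of at least 1.2, and 41.7% and 12.6% with class limits of 3 and 9 h. They were 57.9% and 14.5% without ZT0, 54.99% and 14.04% without ZT4, 46.2% and 24.9% without ZT8, 58.2% and 11.6% without ZT12, 47.9% and 23.5% without ZT16, 57.4% and 14.1% without ZT24, and 48.3% and 25.1% with the 2 libraries left out and rescaling. The inverted share alone moved to 19.2% at a mean TPM of at least 5 (9427 genes), 20.4% on untransformed and 20.5% on log2 deposited values (20.5% also by the rank combination on them), 20.8% by voom, 20.1% without the 2 libraries and 21.6% without abundant genes. With one replicate number left out, the shares were 51.7% to 63.6% and 12.0% to 19.5%. In every setting more genes were locked than inverted. The median phase shift of dual-oscillating genes was 3.17 h with the fold limit, 4.44 h without ZT8 and 2.97 to 3.84 h with one replicate number left out.

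The median phase shift of the core clock list was 1.499 to 2.32 h and its amplitude ratio -0.95 to -0.70 with one replicate number left out, and neither moved otherwise. The median phase shift of fatty acid oxidation genes named by the study was 9.87 h after rescaling, 9.57 h without mitochondrially encoded genes, 8.28 h without ZT4, 8.71 h without ZT12, 10.5 h without ZT16, 9.74 h and 9.77 h on untransformed and log2 deposited values, 10.1 h with the 2 libraries left out and rescaling, 9.77 h without abundant genes, 8.68 h with marker covariates and 8.91 to 9.53 h with one replicate number left out. All these medians were over 8 h. Next came the phase shift of fixed gene lists: insulin and FOXO responsive genes had 6.67 h after rescaling and 7.23 h without the 2 libraries, and temperature responsive genes 5.68 h over all tested members. With one replicate number left out, these were 4.27 to 5.96 h and 4.64 to 5.65 h, and the others 3.85 to 4.72 h (cholesterol synthesis), 2.10 to 3.27 h (glucocorticoid) and 6.10 to 7.68 h (other fatty acid oxidation).

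The 3608 genes with a different mean level between regimens became 1827 after rescaling (55.8% lower against 93.6%; 1250 of the calls shared), 1601 without mitochondrially encoded genes, 1581 at an adjusted p under 0.01, 1413 without ZT8, 1789 without ZT16, 1900 and 1912 on untransformed and log2 deposited values, 2119 with the 2 libraries left out and rescaling, 1692 without abundant genes and 1178 to 3712 with one replicate number left out.

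For genes different between DRF and NRF at ZT0, the count was 713 at an adjusted p under 0.01, 846 fitted on its 8 libraries alone and 601 to 1726 with one library or one replicate number left out (the last range of each count). There were 62 genes different between DRF and NRF at ZT4, which became 231 after rescaling, 30 at 0.01, 1 on 8 libraries, 149 and 141 on untransformed and log2 deposited values, 153 by voom, 480 without the 2 libraries, 1089 with rescaling as well, 147 without abundant genes and 16 to 661. For genes different between DRF and NRF at ZT8, in the same order, it was 112, 11, 5, 74 (log2 alone), 249, 500, 827, 75 and 3 to 406, with 31 without mitochondrially encoded genes and 32 with genes above 0 in at least 0.5 of the libraries (21944 genes). The 1059 genes different between DRF and NRF at ZT12 became 331 at 0.01, 547 on 8 libraries, 1862 with the 2 libraries left out and rescaling, and 84 to 1931. For genes different between DRF and NRF at ZT16, it was 608 after rescaling, 234 at 0.01, 429 and 412 on deposited values, and 113 to 1261. As for genes different between DRF and NRF at ZT20, the count was 880 at 0.01 and 733 to 2638. For genes different between DRF and NRF at ZT24, it was 2187 after rescaling, 448 at 0.01, 511 on 8 libraries, 1960 by voom, 2534 with the 2 libraries left out and rescaling, 2030 without abundant genes and 197 to 1537.

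For genes different between ZT24 and ZT0 under DRF, the count was 217 after rescaling, 96 without mitochondrially encoded genes, 13 at 0.01, 9 on 8 libraries, 112 and 104 on deposited values, 120 by voom, 312 with the 2 libraries left out and rescaling, 177 without abundant genes and 2 to 66. The 8 genes different between ZT24 and ZT0 under NRF became 2 at 0.01, 2 on 8 libraries, 5 on log2 deposited values, 5 without abundant genes and 0 to 14.

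Replicate numbers did not pair the libraries. The mean correlation of deviations was 0.0168 for libraries of the same number and -0.0056 for others, and 5 of 36 pairs of the same number in the contrasts passed 0.1 (-0.178 to 0.340). With the number as a replicate block there were 5062 rhythmic genes under NRF, 4450 rhythmic genes under DRF and 2366 dual-oscillating genes, and no main result left its limits.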

Other observations

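The tests in this part of the lower clock amplitude through animals out of step or a shared fall, and of abundant genes, were chosen only after the results were seen. The calls of a different mean level were mostly lower under DRF (93.6%), and 53.3% of the rhythmic genes under DRF peaked between ZT2 and ZT8, against 28.8% under NRF. Mitochondrially encoded genes, at 40.3% of TPM, were argued against as the whole cause, since without them 78.1% of the calls were still lower (95% Wilson interval 76.0% to 80.0%) and 43.9% of the DRF peaks lay in those hours (27.3% under NRF). Without the 198 genes over 500 TPM, which hold 64.5% of TPM, these shares were 66.3% (63.97% to 68.5%) and 34.7% (28.6% under NRF). The size of the pattern fell more than its direction. The median log2 difference of all tested genes was -0.0514, against -0.0154 without mitochondrially encoded genes and -0.0035 without the 198 genes. The calls lower under DRF fell from 3376 to 1250 without mitochondrially encoded genes. A rise of a few abundant transcripts and a small fall of most others cannot be told apart here, because TPM is relative and no outside standard was used. The shares of 55.8% and 26.6% after median-of-ratios rescaling follow from centring and decide nothing. The factor of that rescaling itself differed between regimens (0.981 ± 0.0494 under DRF, 1.02 ± 0.0535 under NRF; SD, n = 28 each; permutation p = 0.00292).

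Clock gene amplitudes were lower under DRF. The 2 libraries in doubt were argued against as the source, since without them the median log2 ratio was -0.84. A fall shared with other rhythmic genes stays open. The ratio was -0.79 in 504 genes outside the clock list that were as rhythmic under NRF as its members, and 0.45 in 294 genes chosen in the same way under DRF. The choice of genes by one regimen thus sets the direction. Chosen by both, the 2430 dual-oscillating genes had a median of -0.10 (1380 lower under DRF) and the 16 of the clock list -0.72, which goes against an equal fall, but this choice leaves out the genes that fell furthest. A wider fall and one of the clock genes cannot be told apart, because each choice of genes acts on the ratio. Animals out of step with each other under DRF could flatten a group mean. A first test compared the spread within groups, which was alike (median SD 0.203 under DRF and 0.202 under NRF on the log2 scale; larger under DRF in 9 of 18 genes; permutation p = 0.844). A second test read a time from the clock genes of each library. Its difference from the labelled time had an SD of 1.12 h over 27 libraries under DRF and 0.864 h over 27 under NRF, where an SD of 3.95 h would be needed to lower the amplitude as far. What lowers it stays open, and the feeding regimen is the biological candidate.

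Bmp10 was higher under DRF, and the 4 atrial markers rose with it, by 1.26 (Sln), 1.16 (Myl7), 1.07 (Myl4) and 0.79 (Nppa) on the log2 scale, with limma adjusted p from 0.0767 to 0.101. With marker levels as covariates its difference was 0.71 (SE 0.50, limma adjusted p = 0.300). More atrial tissue in the DRF samples and a change in Bmp10 itself cannot be told apart, because the markers and the gene rise in the same libraries.

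ZT24 and ZT0 differed in 59 genes under DRF and 8 under NRF. Abundant genes may move such counts, but rescaling raised the count under DRF to 217, which argues against them as its source.

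Tissue content varied between libraries. Of the marker lists, the files hold 8 of 8 fat, 5 of 5 blood, 4 of 4 atrial, 3 of 5 skeletal muscle, 4 of 4 lung and 1 of 5 sex check genes. Hba-a1 ranged from 901 to 40674 TPM, Sln from 0 to 360, Myl7 from 3.82 to 1892, Ucp1 from 0 to 79.1, Cidea, which the heart also expresses, from 36.7 to 89.3, Mylpf from 1.22 to 3.29, Sftpc from 0 to 4.17 and Scgb1a1 from 0 to 17.6. Xist was between 17.3 and 57.1 TPM in all 56 libraries. None of the tested markers passed the threshold for a different mean level between regimens (limma adjusted p of at least 0.0767). This does not show equal levels, since the 4 atrial markers were higher under DRF, by 0.79 (Nppa) to 1.26 (Sln) on the log2 scale. The Ucp3 values of the NRF ZT4 libraries were 32.3, 24.4, 104.8 and 127.5 TPM, in the order of their replicate numbers.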
